# The Lid/KDM5 histone demethylase complex activates a critical effector of the oocyte-to-zygote transition

**DOI:** 10.1371/journal.pgen.1008543

**Published:** 2020-03-05

**Authors:** Daniela Torres-Campana, Shuhei Kimura, Guillermo A. Orsi, Béatrice Horard, Gérard Benoit, Benjamin Loppin

## Abstract

Following fertilization of a mature oocyte, the formation of a diploid zygote involves a series of coordinated cellular events that ends with the first embryonic mitosis. In animals, this complex developmental transition is almost entirely controlled by maternal gene products. How such a crucial transcriptional program is established during oogenesis remains poorly understood. Here, we have performed an shRNA-based genetic screen in *Drosophila* to identify genes required to form a diploid zygote. We found that the Lid/KDM5 histone demethylase and its partner, the Sin3A-HDAC1 deacetylase complex, are necessary for sperm nuclear decompaction and karyogamy. Surprisingly, transcriptomic analyses revealed that these histone modifiers are required for the massive transcriptional activation of *deadhead* (*dhd*), which encodes a maternal thioredoxin involved in sperm chromatin remodeling. Unexpectedly, while *lid* knock-down tends to slightly favor the accumulation of its target, H3K4me3, on the genome, this mark was lost at the *dhd* locus. We propose that Lid/KDM5 and Sin3A cooperate to establish a local chromatin environment facilitating the unusually high expression of *dhd*, a key effector of the oocyte-to-zygote transition.

## Author summary

Nuclear enzymes that add or remove epigenetic marks on histone tails potentially control gene expression by affecting chromatin structure and DNA accessibility. For instance, members of the KDM5 family of histone demethylases specifically remove methyl groups on the lysine 4 of histone H3, a mark generally correlated with gene expression. Lid (Little imaginal discs), the *Drosophila* KDM5, is essential for viability but is also required for female fertility. In this paper, we have found that the specific removal of Lid in developing oocytes perturbs the decompaction of the sperm nucleus at fertilization and the integration of paternal chromosomes in the zygote. Sperm nuclear decompaction normally requires the presence of a small redox protein called Deadhead (Dhd), which is massively expressed at the end of oogenesis. Strikingly, our analyses of ovarian transcriptomes revealed that the absence of Lid completely abolishes the expression of *dhd*. This direct functional link between a general histone modifier and the expression of an essential terminal effector gene represents a rare finding. We hope that our work will help understanding how histone demethylases function in controlling complex developmental transitions as well as cancer progression.

## Introduction

In sexually reproducing animals, fertilization allows the formation of a diploid zygote through the association of two haploid gametes of highly different origins and structures. Generally, the spermatozoon delivers its compact nucleus within the egg cytoplasm, along with a pair of centrioles, while the egg provides one haploid meiotic product and all resources to sustain zygote formation [1]. In some species, this maternal control extends to early embryo development, as in *Drosophila melanogaster*, where the initial amplification of embryo cleavage nuclei occurs without significant zygotic transcription [2]. Instead, the bulk of transcriptional activity takes place in the fifteen interconnected large polyploid germline nurse cells that deposit gene products in the cytoplasm of the growing oocyte [3]. The developmental potential of the egg is thus initially dependent on the establishment of a highly complex transcriptional program in female germ cells.

One of the earliest events of the oocyte-to-zygote transition is the rapid transformation of the fertilizing sperm nucleus into a functional male pronucleus. In *Drosophila*, the needle-shaped, highly compact sperm nucleus is indeed almost entirely organized with non-histone, Sperm Nuclear Basic Proteins (SNBPs) of the protamine-like type [4,5]. Male pronucleus formation begins with the genome-wide replacement of SNBPs with maternally supplied histones, a process called sperm chromatin remodeling, which is followed by extensive pronuclear decondensation [1]. Finally, zygote formation involves the coordinated migration and apposition of male and female pronuclei and the switch from meiotic to mitotic division within the same cytoplasm.

Here, we report the results of a genetic screen specifically designed to find new genes required for the oocyte-to-zygote transition in *Drosophila*. Our screen identified two histone modifiers, the Lid/KDM5 histone H3K4me3 demethylase and the Sin3A-HDAC1 histone deacetylase complex, which are both required for the integration of paternal chromosomes into the zygote. These interacting epigenetic factors are known to regulate the expression of hundreds of genes in somatic tissues but their role in the establishment of the ovarian transcriptome is unknown. Strikingly, RNA-Sequencing analyses revealed that, despite the modest impact of their depletion on ovarian transcripts, Lid and Sin3A are critically required for the massive expression of *deadhead* (*dhd*), a key effector of the oocyte-to-zygote transition [6,7]. Furthermore, we demonstrate that germline knock-down of these histone modifiers specifically prevent sperm chromatin remodeling through a mechanism that depends on the DHD thioredoxin.

## Results & discussion

### A maternal germline genetic screen for gynohaploid embryo development

We performed an *in vivo* RNA interference screen in the female germline to identify genes required for the integration of paternal chromosomes in the zygote. In *Drosophila*, failure to form a male pronucleus following fertilization is generally associated with the development of haploid embryos that possess only maternally-derived chromosomes (gynohaploid embryos) and that never hatch [8]. We chose to screen transgenic lines from the TRiP collection that express small hairpin RNAs (shRNAs) under the control of the Gal4 activator [9]. We selected shRNA lines that targeted genes with known or predicted chromatin-related function and that show adult ovarian expression (Flybase). Among the 374 tested TRiP lines, 157 (41.9%) induced female sterility or severely reduced fertility when induced with the germline-specific *P{GAL4*::*VP16-nos*.*UTR}* ^*MVD1*^ Gal4 driver (*nos*-Gal4), thus underlying the importance of chromatin regulation for oogenesis and early embryo development (S1 Table). We then specifically searched for shRNAs that induced a maternal effect embryonic lethal phenotype associated with gynohaploid development (Fig 1A). Gynohaploid embryos can be efficiently identified by scoring the zygotic expression of a paternally-transmitted *P[g-GFP*::*cid]* transgene at the gastrulation stage or beyond [10]. Among the sterile lines with late developing embryos (class 4 in Fig 1A and S1 Table) that were identified, four shRNA lines (GLV21071, GL00612, HMS00359 and HMS00607) produced embryos that were negative for GFP::CID (Fig 1B). Note that none of these shRNAs induced complete female sterility and about 1 to 4% of embryos hatched and were thus diploid (Table 1).

**Fig 1:**
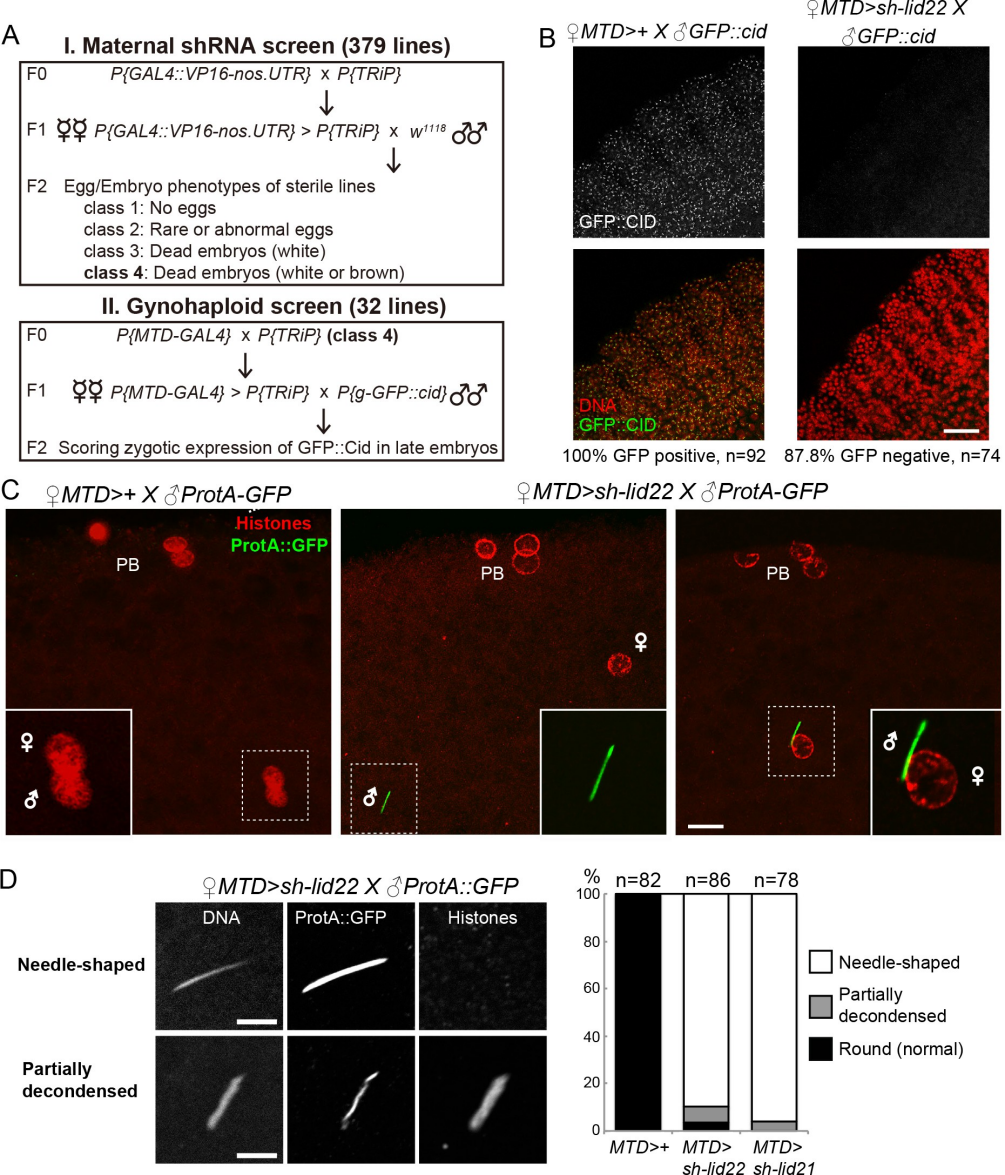
Lid is required for sperm nuclear decompaction at fertilization. A—Scheme of shRNA screen in the female germline. B—Left: Zygotic expression of a paternally-derived *P[g-GFP*::*cid]* transgene in a control embryo. GFP::Cid marks centromeric chromatin and is visible as nuclear dots. Right: *lid* KD females produce embryos that fail to express the paternally-inherited transgene. Scale bar: 25 μm. C—Maternal Lid is required for SNBP removal and sperm nuclear decompaction at fertilization. Left: a control egg at pronuclear apposition. Both pronuclei (inset) appear similar in size and shape and the SNBP marker ProtA::GFP is not detected. Middle: A representative *lid* KD egg containing a needle-shaped sperm nucleus (inset) still packaged with ProtA::GFP. Right: A fertilized *lid* KD egg with the sperm nucleus apposed to the female pronucleus. Scale bar: 10 μm. D—SNBP replacement with histones is impaired in *lid* KD eggs. Left: Confocal images of representative sperm nuclei in *lid KD* eggs. Partially decondensed nuclei are positive for histones. Scale bar: 5 μm. Right: Quantification of sperm nuclear phenotype in control and *lid* KD eggs.

**Table 1:** Embryo hatching rates.

Female genotype	Male genotype	Number of eggs	Hatch. rate (%)
*w*^*1118*^	*w*^*1118*^	344	97.67
*dhd*^*J5*^	*w*^*1118*^	375	0.00
*dhd*^*J5*^*/FM7c*	*w*^*1118*^	573	78.36
*MTD>+*	*w*^*1118*^	1561	98.27
*MTD>sh-lid22*	*w*^*1118*^	1403	2.14
*MTD>sh-lid21*	*w*^*1118*^	1144	1.05
*MTD>sh-Sin3A*	*w*^*1118*^	1221	0.25
*MTD>sh-rpd3*	*w*^*1118*^	521	4.03
*MTD>sh-Hira*	*w*^*1118*^	315	0.00
**Rescue with *P[dhd***^***WT***^***]* genomic transgene**			
*dhd*^*J5*^ *; P[dhd]*	*w*^*1118*^	663	85.67
*dhd*^*J5*^ *; P[dhd]/TM2*	*w*^*1118*^	884	94.57
*MTD>sh-lid22*, *P[dhd]*	*w*^*1118*^	1159	4.57
**Rescue with *P[gnu-dhd***^***WT***^***]* transgene**			
*dhd*^*J5*^ *; P[gnu-dhd]*	*w*^*1118*^	331	7.25
*dhd*^*J5*^ *; P[gnu-dhd]/TM2*	*w*^*1118*^	1059	3.40
*MTD>sh-lid22*, *P[gnu-dhd]/+*	*w*^*1118*^	695	7.48
**Rescue with *P[UASP-dhd]* inducible transgenes**			
*nos>+*	*w*^*1118*^	711	95.36
*nos> P[UASP-dhd]/+*	*w*^*1118*^	450	97.33
*dhd*^*J5*^ *; nos>P[UASP-dhd]*	*w*^*1118*^	1163	90.28
*dhd*^*J5*^ *; nos>P[UASP-dhd*^*SXXS*^*]*	*w*^*1118*^	702	0.00
*MTD>sh-lid22*, *P[UASP-dhd]*	*w*^*1118*^	1343	28.44
*MTD>sh-lid22*, *P[UASP-dhd*^*SXXS*^*]*	*w*^*1118*^	315	14.60
*nos>sh-lid21*	*w*^*1118*^	1508	1.92
*nos> P[UASP-dhd]/sh-lid21*	*w*^*1118*^	383	19.32
*nos>sh-Sin3a*	*w*^*1118*^	542	2.03
*nos> P[UASP-dhd]/sh-Sin3a*	*w*^*1118*^	621	8.86
*nos>sh-Rpd3*	*w*^*1118*^	919	2.94
*nos> P[UASP-dhd]/sh-Rpd3*	*w*^*1118*^	395	7.59
*nos>sh-Hira*	*w*^*1118*^	514	0.00
*nos> P[UASP-dhd]/sh-Hira*	*w*^*1118*^	380	0.00

Two of the identified lines (GLV21071 and GL00612) express the same shRNA against the *little imaginal disc (lid)* gene, which encodes the single fly member of the KDM5/JARID1A family of histone demethylases [11,12]. KDM5 demethylases specifically target the trimethylation of lysine 4 of histone H3 (H3K4me3), a mark typically enriched around the Transcriptional Start Site (TSS) of transcriptionally active genes [13,14]. The two other shRNAs (HMS00359 and HMS00607) target the *Sin3A* and *HDAC1*/*rpd3* genes, respectively. The conserved Sin3A protein scaffold interacts with the histone lysine deacetylase HDAC1 to form the core SIN3 histone deacetylase complex, which is generally considered as a transcriptional repressor [15]. The SIN3 complex regulates the expression of genes involved in a number of metabolic and developmental processes [16–19]. Interestingly, Lid and the largest Sin3A isoform were previously shown to physically and functionally interact [16,17,20,21], thus opening the possibility that these histone modifiers could control the same pathway leading to the formation of a diploid zygote.

### Lid and SIN3 are required for sperm chromatin remodeling at fertilization

The Lid demethylase has been previously shown to be required in the female germline for embryo viability [22,23]. Both studies reported a dual phenotype for eggs produced by *lid* KD females (hereafter called *lid* KD eggs): while a majority of eggs fail to initiate development, a variable but significant fraction developed but died at later stages. Our own observations confirmed that about 15% of *lid* KD embryos reach or develop beyond the blastoderm stage (S1 Fig). Furthermore, our analysis of *P[g-GFP*::*cid]* expression (Fig 1B) indicates that most of these late, non viable KD embryos are haploid and develop with maternal chromosomes. To follow the fate of paternal chromosomes in *lid* KD eggs, we crossed *lid* KD females with males expressing the sperm chromatin marker Mst35Ba::GFP (ProtA::GFP) [24]. In *Drosophila*, protamine-like proteins such as Mst35Ba are rapidly removed from sperm chromatin at fertilization [1] and, accordingly, ProtA::GFP is never observed in the male nucleus of control eggs. In striking contrast, the vast majority of fertilized *lid* KD eggs contained a needle-shaped sperm nucleus that was still positive for ProtA::GFP, indicating that sperm chromatin remodeling was compromised (Fig 1C and 1D). Anti-histone immunostaining indeed revealed that the replacement of SNBPs with maternally supplied histones was variable in KD eggs, ranging from complete absence of histones in the sperm nucleus to the coexistence of variable amounts of histones and ProtA::GFP (Fig 1D). Notably, we noticed that partially decondensed sperm nuclei in *lid* KD eggs were systematically positive for histones. Taken together, our observations indicate that sperm chromatin remodeling is severely impaired in *lid* KD eggs, thus explaining the absence of paternal chromosomes in most developing embryos.

Germline depletion of Lid was previously shown to affect karyosome morphology and chromosome positioning in metaphase I oocytes [25]. In contrast, another study had previously reported that meiotic progression was not affected in *lid* KD oocytes [22]. Interestingly, although our own observations indeed confirmed the aberrant karyosome structure in *lid* KD oocytes, we observed that the second meiotic division appeared to resume normally in a vast majority of *lid* KD eggs (S2 Fig). We noted, however, that, following meiosis, the female pronucleus frequently (62%, n = 76) failed to appose to the sperm nucleus in *lid* KD eggs (Fig 1C). Thus, we propose that defective pronuclear migration largely accounts for the previously reported failure of *lid* KD embryos to initiate cleavage divisions [23]. Like Navarro-Costa *et al*., we noted that the rosette of polar body chromosomes was frequently abnormal in morphology, but this phenotype appeared independent of meiosis *per se*.

Remarkably, we found that germline KD of *Sin3A* also induced a highly penetrant sperm nuclear phenotype with all scored fertilizing sperm nuclei retaining a needle-like shape (100%, n = 19) (S3 Fig). Finally, a similar but less penetrant phenotype was also observed in *rpd3 KD* eggs (S3 Fig). As this low penetrance could result from less efficient gene knock-down, we chose to mainly focus on *lid and Sin3A* in the rest of this study.

### Transcriptomic analysis of *lid* KD and *Sin3A* KD ovaries identifies *deadhead* as a common and major target gene

In eggs from wild-type females, anti-Lid immunostaining failed to detect Lid protein in the male or female pronucleus, thus suggesting that its implication in sperm chromatin remodeling was indirect. In fact, Lid was not detected in embryos before the blastoderm stage (S4 Fig). We thus turned to RNA sequencing (RNA Seq) to analyze the respective impact of *lid* KD and *Sin3A* KD on the ovarian transcriptome.

We compared transcriptomes obtained from *lid* KD or *Sin3A* KD ovaries (using the maternal triple driver MTD-Gal4) with control transcriptomes (MTD-Gal4 only). 

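The MTD-Gal4 driver combines Gal4 transgenes that are active in the female germline, where they switch on a small hairpin RNA (shRNA) against the targeted mRNA. RNA was sequenced from 2 biological replicates each of control, *lid* KD and *Sin3A* KD ovaries, 6 libraries in all. The paper's methods state that each sample was made from 8 pairs of ovaries of 6 day-old virgin females, whereas the sample labels give an age of 3 days. The authors prepared stranded mRNA libraries, mapped single-end reads to the dm6 genome with TopHat and counted them on FlyBase genes with featureCounts, both with default options, so that the counting made no use of the strand. They deposited the raw count of each gene in each library. The counts summed to 57766888 and 59611282 in the control libraries, 64708589 and 60297423 in the *lid* KD libraries, and 61172753 and 60971754 in the *Sin3A* KD libraries. The authors also deposited a table of their DESeq2 comparison of each KD with the control.
Levels are given as CPM, the counts of a gene scaled by edgeR to library size with TMM factors. The counts were analyzed with edgeR in one fit of all 6 libraries, after TMM normalization and removal of genes with too few counts, which left 8868 genes. Each KD was compared with the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.001, the threshold of the paper, were counted as differentially expressed. With 2 libraries per group the spread within each group rests on a single difference. The median absolute log2 difference between replicates was 0.25 for control, 0.14 for *lid* KD and 0.11 for *Sin3A* KD. In simulated counts with 200 changed genes, tested on 8744 genes in each of 5 simulations, this fit recovered 95.7% of the genes changed by 4 on the log2 scale, 78.2% of those changed by 2 and 42.9% of those changed by 1. DESeq2 recovered 93.6%, 81.5% and 63.2%. These simulations gave each gene the same spread in every group, whereas the spread in the data differed by group. In them edgeR made 716 calls and DESeq2 833, similar numbers, which was not so in the data. The recovery rates may therefore not hold for the data.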

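The targeted genes were examined first. In *lid* KD ovaries, *lid* (FBgn0031759, chromosome 2L, 5989400 to 5999501 in dm6) fell from 224 ± 23.8 to 21.5 ± 1.77 CPM (mean ± SD, n = 2 libraries per group), a log2 fold change of -3.38 (standard error 0.12, adjusted p = 5.4e-05, edgeR quasi-likelihood test). In *Sin3A* KD ovaries, *Sin3A* (FBgn0022764, chromosome 2R, 12575240 to 12592917) fell from 379 ± 29.1 to 160.0 ± 5.97 CPM, a log2 fold change of -1.24 (standard error 0.13). With an adjusted p of 0.0033 from edgeR's quasi-likelihood test, this decrease passed 0.05 but not 0.001. With DESeq2 in place of edgeR it passed both (adjusted p = 2.6e-17), and over 10 other settings of edgeR and DESeq2 the adjusted p ran from that value to 0.0070. The log2 fold change of *lid* was -0.14 in *Sin3A* KD and that of *Sin3A* was 0.13 in *lid* KD, neither of them past an adjusted p of 0.05.
Of the 8868 genes tested, 47 were differentially expressed in *lid* KD, 33 of them lower and 14 higher, and 25 in *Sin3A* KD, 23 of them lower and 2 higher. These numbers depended on the test. DESeq2 on the same 6 libraries counted 348 genes in *lid* KD, 267 lower and 81 higher, and 227 in *Sin3A* KD, 159 lower and 68 higher. All 47 and all 25 genes of the edgeR test were among them. With each KD fitted against the control in 4 libraries alone, 21 genes remained in *lid* KD, 10 lower and 11 higher, and 7 in *Sin3A* KD.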

Globally, our analyses revealed a relatively modest impact of *lid* KD and *Sin3A* KD on ovarian gene expression, with more genes downregulated in both cases (Fig 2B and S5 Fig; S2 Table). Note that these changes are expected to reflect the activity of Lid and Sin3A in germ cells, as ovarian somatic cells (see Fig 2A) do not express the targeting shRNAs. In their transcriptome analysis (based on microarrays) of *lid* KD wing imaginal discs, Azorin and colleagues found a similar number of differentially-expressed genes, most of them being downregulated [14]. However, RNA Seq analyses recently published by Drelon *et al*. in contrast found 1630 genes (FDR<0.05) dysregulated in wing discs from a null *lid* mutant [26]. Moreover, Liu and Secombe [27] found 8,056 genes differentially expressed (60% were down-regulated) in *lid* adult mutant flies (FDR<0.05), a number which could reflect the greater cell type complexity involved in this analysis.

**Fig 2:**
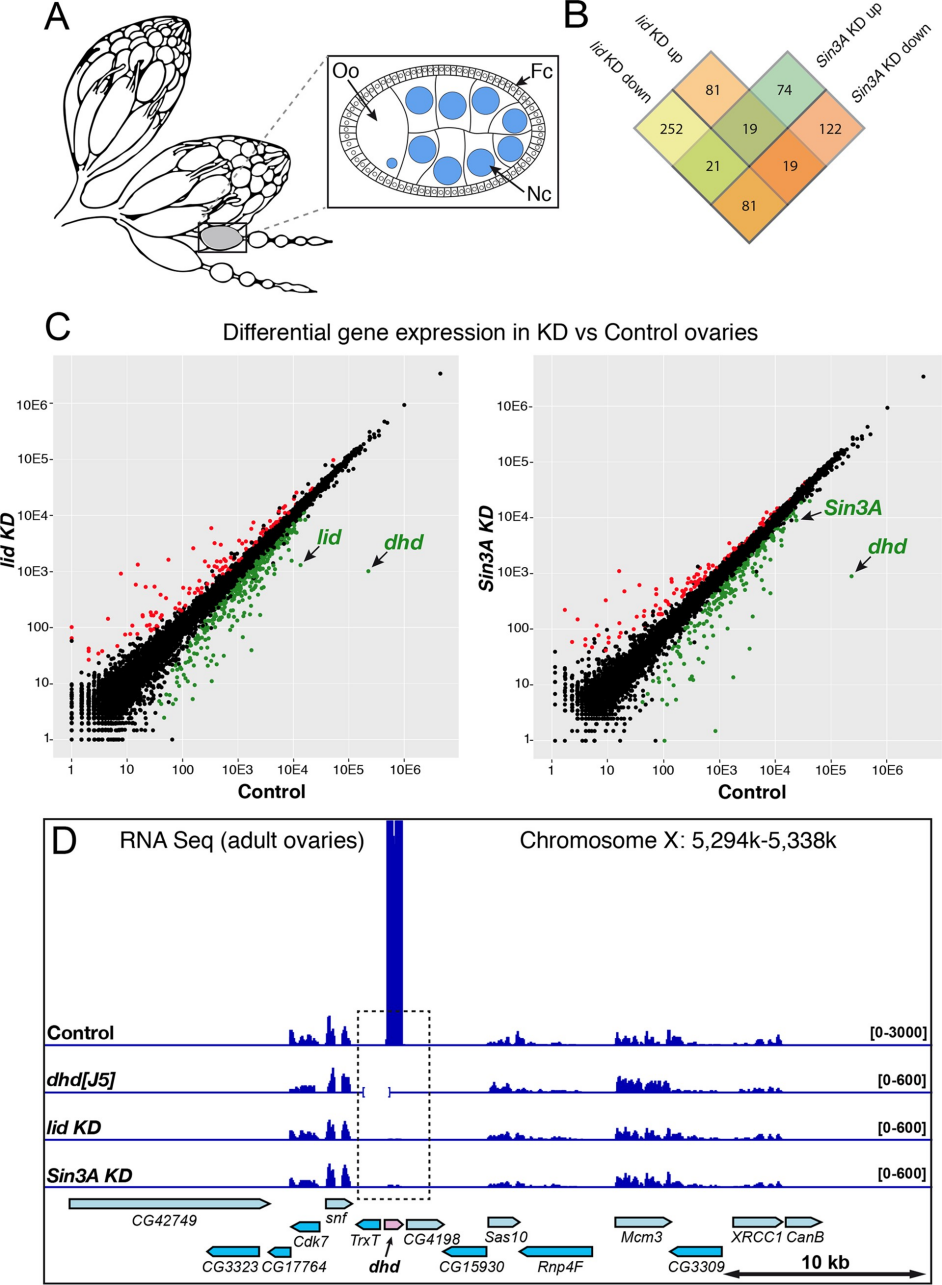
*deadhead* is strongly downregulated in *lid* KD and *Sin3A* KD ovaries. A—Scheme of a pair of adult ovaries with two isolated ovarioles and an egg chamber (inset). Germline nuclei are in blue. Oo: Oocyte, Nc: Nurse cells, Fc: Follicle cells. B—Venn diagram showing the number of differentially expressed genes in *lid* KD and *Sin3A* KD ovarian transcriptomes (FDR<0.001). C—Comparison of RNA seq normalized reads per gene (DESeq2) are shown for *lid* KD vs Control (left) and *Sin3A* KD vs Control (right). Genes with a negative foldchange (downregulated in KD) are in green (FDR<0.001). Genes with a positive foldchange (upregulated in KD) are in red (FDR<0.001). D—Integrative Genomics Viewer (igv) view of Control, *dhd*^*[J5]*^, *lid* KD and *Sin3A* KD ovarian RNA Seq signal on the *dhd* region. The *Df(1)J5* deficiency is indicated as an interrupted baseline on the *dhd*^*[J5]*^ track.

We found that only 29% (139) of the 473 differentially-expressed genes in *lid* KD were also differentially-expressed in *Sin3A* KD, and only 100 genes (21%) were dysregulated in the same direction in both KD (Fig 2B). 

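At an adjusted p under 0.001, 5 of the 47 genes differentially expressed in *lid* KD were also differentially expressed in *Sin3A* KD, and 4 of them changed in the same direction. These were *dhd*, *CG12708* and *CG13101*, which were lower in both KDs, and *Dscam4*, which was higher in both. The fifth, *GstE9*, was higher in *lid* KD and lower in *Sin3A* KD; *CG13101* and *GstE9* are named here because of their place in this small overlap, after their values were seen. With DESeq2, 93 genes were shared, 65 of them in the same direction.
Both comparisons used the same 2 control libraries, so the overlap was set against 50 simulations of counts with the spread between replicates of each group, a noise level chosen after the values were seen. With unchanged KD groups no gene was shared, and with the log2 fold changes of the genes past an adjusted p of 0.05 moved to randomly drawn genes in each KD, 3.20 genes were shared on average and at most 6. Those simulations held more differentially expressed genes than the data, an average of 127 in *lid* KD. As a percent of the genes differentially expressed in *lid* KD, the shared genes were 2.51% on average and at most 5.56% in them, against the observed 10.6%. At an adjusted p under 0.05, 76 genes were shared, 54 of them in the same direction, against at most 4 in the simulations of unchanged groups and an average of 18.5 and at most 27 in those of unrelated changes. Across the 8868 genes, which are not independent replicates, the log2 fold changes of the 2 KDs had a Pearson correlation of 0.27 and a Spearman correlation of 0.25. Unchanged groups simulated against the same controls gave a Pearson correlation of 0.75 on average, and unrelated changes gave between 0.22 and 0.30, a range that holds the observed value. In 20 simulations with the same dispersion in every group, unchanged groups gave 0.50 on average, and unrelated changes gave 0.16 on average and at most 0.20, below the observed value, so the comparison depended on the simulated noise. The Spearman correlation with unrelated changes was 0.63 on average in the first set and 0.41 in the second, both above the observed one. The direct comparison of *lid* KD with *Sin3A* KD found 102 genes with an adjusted p under 0.001.

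**Figure D1:**
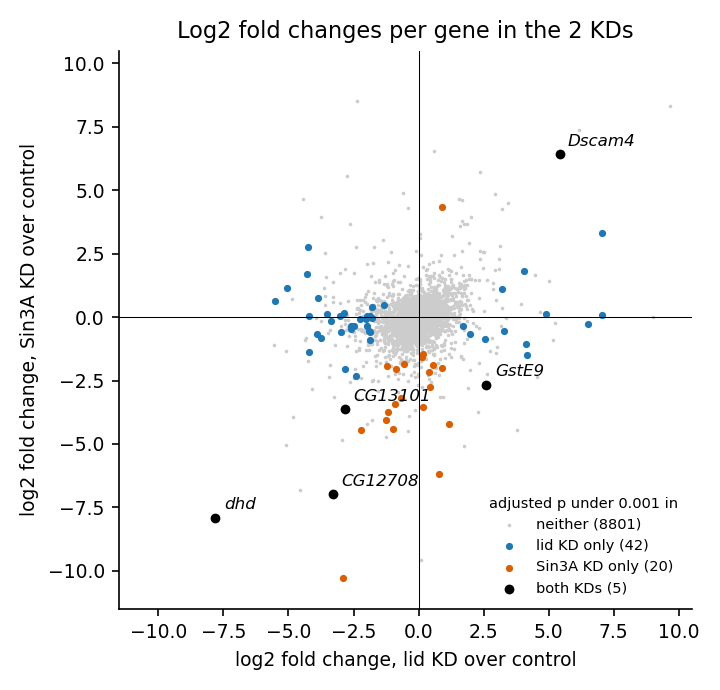
Log2 fold change over control in *lid* KD (x axis) and *Sin3A* KD (y axis); each point is 1 of the 8868 genes tested. Blue points passed an adjusted p of 0.001 in *lid* KD only, orange points in *Sin3A* KD only, and the 5 labelled black points in both.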

As a matter of comparison, Gajan *et al*. found a 65% overlap in *Drosophila* S2 cells [17]. As the *Sin3A* shRNA that we used targets all predicted alternatively spliced mRNAs, this suggests that the knock-down affects Sin3A isoforms with Lid-independent functions [16].

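*deadhead* (*dhd*, FBgn0011761) had 176354 and 263604 counts in the control libraries, 704 and 1382 in the *lid* KD libraries, and 902 and 978 in the *Sin3A* KD libraries. Normalized for library size, this was 3731 ± 871 CPM in control, 16.7 ± 8.48 in *lid* KD and 15.6 ± 0.89 in *Sin3A* KD (mean ± SD, n = 2 libraries per group). The log2 fold change was -7.81 in *lid* KD (standard error 0.43, adjusted p = 1.8e-04, edgeR quasi-likelihood test), a 224-fold decrease. In *Sin3A* KD it was -7.90 (standard error 0.43, adjusted p = 2.1e-04, same test), a 239-fold decrease. The difference between the 2 KDs, a log2 change of 0.10, was within the error (adjusted p = 0.92, same test). With each library left out in turn, the log2 fold change stayed between -8.46 and -7.38 in *lid* KD and between -8.13 and -7.64 in *Sin3A* KD. The setting that moved it most was the fold-change shrinkage of DESeq2, which gave -3.16 and -3.17, still past the threshold.
By fitted log2 fold change, *dhd* had the largest decrease of the 47 genes differentially expressed in *lid* KD and the second largest of the 25 in *Sin3A* KD. The larger decrease in *Sin3A* KD was that of *Acsx4*, from 749 and 776 counts in control to 0 and 1 count, which makes it at least 261-fold lower. In CPM, the fall of *dhd* by 3714 in *lid* KD and by 3715 in *Sin3A* KD was exceeded only by that of the mitochondrial ribosomal RNA mt:lrRNA, whose log2 fold change was -0.41 and -0.22.

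**Figure D2:**
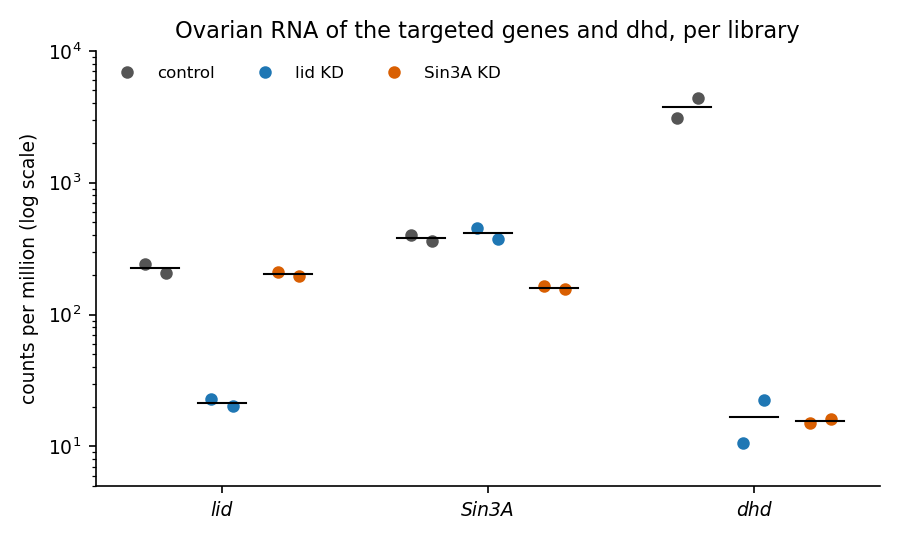
CPM (log scale) of *lid*, *Sin3A* and *dhd* in each library of control, *lid* KD and *Sin3A* KD ovaries. Each point is 1 library and each bar is the mean of the 2 libraries of a group. Each targeted gene is lowest in its own KD, and *dhd* is low in both KDs.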

Remarkably, however, we noticed that the *deadhead (dhd)* gene was by far the most severely impacted gene, downregulated by more than two orders of magnitude in both *lid* KD and *Sin3A* KD transcriptomes (Fig 2C, S6 Fig). The implication of *dhd* appeared particularly interesting because we and others have recently established that this germline-specific gene is critically required for sperm nuclear decompaction at fertilization [6,28]. *dhd* indeed encodes a specialized thioredoxin that cleaves disufide bonds on SNBPs, thus facilitating their removal from sperm chromatin [6,28]. RT-PCR and Western-blot analyses confirmed the severe down-regulation of *dhd* in *lid* KD and *Sin3A* KD (S5 Fig).

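In dm6, *dhd* lies on the plus strand of chromosome X from 5312171 to 5313125. Its annotation is 1 exon of 955 bases. The 15 genes drawn in Fig 2D, from *CG42749* to *CanB*, extend from 5296066 to 5334449, which is 38.4 kb. No exon of another gene overlaps that of *dhd*, so its reads could not be split with a neighbour, whereas *CG4198* and *CG15930* overlap by 61 bases, *Sas10* and *Rnp4F* by 144, *Mcm3* and *CG3309* by 64, and *CG42749* and *CG17764* by 28.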

*dhd* is a small, intronless gene located in the middle of a cluster of fifteen densely packed genes spanning about 40 kb of genomic DNA. 

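*Trx-T* (FBgn0029752), on the minus strand from 5310581 to 5311888, is transcribed away from *dhd*, and 282 bases separate the starts of these genes. *CG4198* (FBgn0029753), on the plus strand from 5313258 to 5315190, starts 132 bases after the end of *dhd*. In control ovaries *Trx-T* had 33 and 28 counts, or 0.52 ± 0.09 CPM (mean ± SD, n = 2 libraries). *CG4198* had 134 and 187 counts, or 2.73 ± 0.51 CPM.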

Interestingly, the *dhd* gene lies within a 1.4 kb region that is immediately flanked by two genes with testis-specific expression (*Trx-T* and *CG4198*) (Fig 2D). Despite this apparently unfavorable genomic environment, *dhd* is one of the most highly-expressed genes in ovaries [29], as confirmed by our RNA Seq profiles (Fig 2C and S6 Fig). 

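Ranked by CPM among the 8868 genes tested, *dhd* was at position 16 in the first control library and at position 9 in the second, where it took 0.305% (95% Wilson confidence interval 0.304 to 0.307) and 0.442% (0.441 to 0.444) of all counts. These intervals cover counting error only. Its position fell to between 5529 and 6204 in the 4 KD libraries.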

Interestingly, although this 40 kb region contains six additional genes expressed in ovaries, *dhd* is the only one affected by *lid* KD or *Sin3A* KD (Fig 2D). Thus, Lid and the SIN3 complex exert a critical and surprisingly specific control on the transcriptional activation of *dhd* in female germ cells.

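Of the 15 genes of the region, 13 had enough counts to be tested. *dhd* was the only one differentially expressed in *lid* KD or in *Sin3A* KD at an adjusted p under 0.001. Of the other 12 tested genes, 4 had an unadjusted p under 0.05 in *lid* KD and 2 in *Sin3A* KD. Among these 12 genes, 7 had more than 10 CPM in control, a limit chosen after the values were seen. These were *Cdk7*, *snf*, *Sas10*, *Rnp4F*, *Mcm3*, *CG3309* and *XRCC1*. Over both KDs their log2 fold changes lay between -0.23 and 0.28, and the smallest adjusted p was 0.394 (edgeR quasi-likelihood test). The widest of their 95% confidence intervals, that of *Mcm3*, reached 0.40 to either side. Of the 5 tested genes under that limit, *CG4198* was lower in *lid* KD (log2 fold change -4.26, adjusted p = 0.0042, same test), which passed 0.05 but not 0.001. The log2 fold changes of *Trx-T*, *CG15930* and *CG3323* were also negative in *lid* KD, at -3.95, -2.74 and -1.33. None of them passed 0.05 (adjusted p = 0.0500, 0.114 and 0.0527, same test), and *CG17764* went the other way, at 0.51. With DESeq2, *CG4198* passed 0.001 as well (adjusted p = 5.1e-12, the smallest over 10 other settings of edgeR and DESeq2, of which the largest was 0.017).

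**Figure D3:**
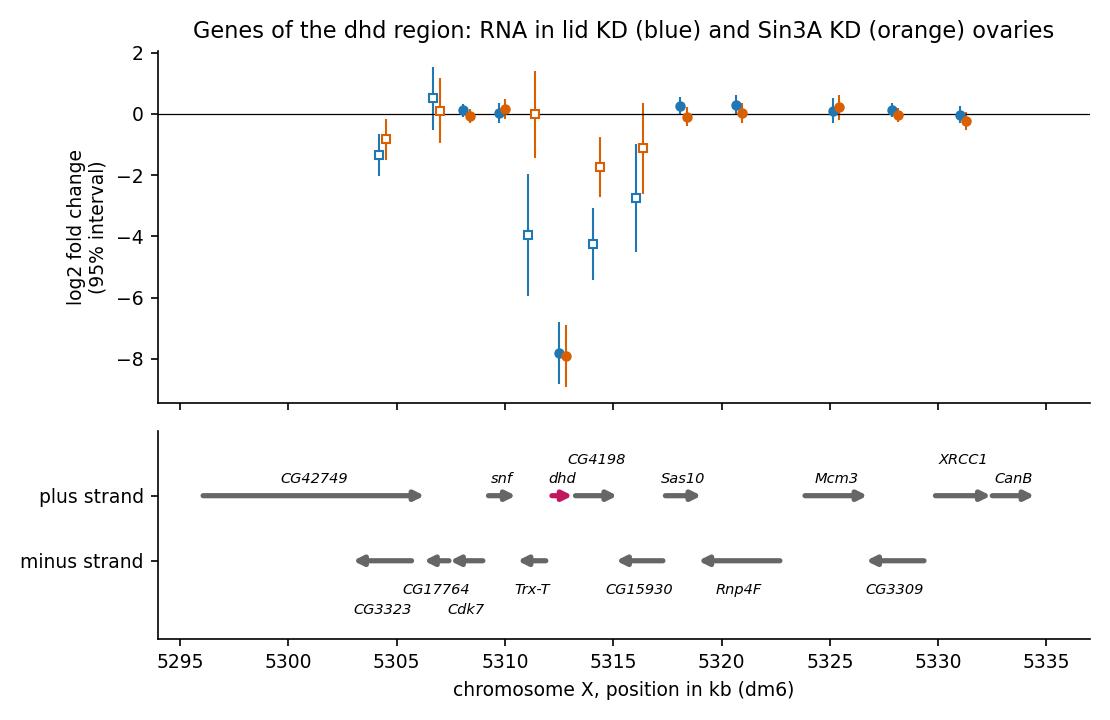
Log2 fold change of the tested genes of the *dhd* region in *lid* KD (blue) and *Sin3A* KD (orange), with 95% confidence intervals, above a map of the 15 genes on chromosome X (position in kb, dm6), drawn by strand. Filled circles are genes above 10 CPM in control and open squares the others. *dhd* lies near -8 in both KDs, and the other filled circles lie near 0.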

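The size of the effect on *dhd* was also compared with that on other highly expressed genes. Among the 2346 other genes with at least 100 CPM in control, the most negative log2 fold change in *lid* KD was that of the targeted gene *lid* itself. In *Sin3A* KD it was -4.06, for *CG14131*, a gene looked up after the values were seen. From the loss of *dhd* in both KDs and the unaffected expression of the neighbouring genes, the paper concludes that Lid and the SIN3 complex control the transcriptional activation of *dhd* specifically.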

### Impact of Lid depletion on the distribution of H3K4me3 in ovaries

To evaluate the impact of *lid* KD on the distribution of its target histone mark in the female germline, we performed chromatin immunoprecipitation and sequencing (ChIP-Seq) analyses of H3K4me3 in ovaries from control and *lid* KD females. Consistent with earlier reports of a global increase of H3K4me3 in *lid* mutant tissues [14,23,25,30], we observed that H3K4me3 ChIP peaks in *lid* KD ovaries were globally more pronounced compared to control ovaries (Fig 3A**)**. Our analysis actually revealed that about 10% (1528) of H3K4me3 identified peaks in control ovaries were significantly increased in *lid* KD ovaries (S3 Table; FDR<0.05). For those peaks that were associated with genes, the relative enrichment of H3K4me3 in *lid* KD ovaries mainly affected the promoter region and gene body (Fig 3B). A similar effect was previously observed in *lid* depleted wing imaginal discs, with H3K4me3 abundance specifically increased at the TSS of Lid direct target genes [14]. We nevertheless found 46 H3K4me3 peaks that were significantly decreased in *lid* KD ovaries compared to control ovaries (S3 Table; FDR<0.05). Among these, the H3K4me3 peak on the *dhd* gene was the second most severely affected (S3 Table and Fig 3C). Furthermore, only ten of the negatively affected peaks covered genes that were downregulated in *lid* KD ovaries, including *dhd*. 

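The expression of the genes under the decreased H3K4me3 peaks was taken from the RNA counts; the peaks themselves, with their fold and FDR, are those of the paper's S3 Table. Of its 46 peaks with a negative fold, 44 had an annotated gene or a gene with the nearest promoter. These were 52 genes in all, of which 39 had enough RNA counts to be tested. Both kinds are called genes under the peaks here. The peak on *dhd* is annotated to *Trx-T*, and *dhd* is the gene with its nearest promoter. At an adjusted p under 0.001, 6 of these genes were lower in *lid* KD, each under a peak of its own. They were *dhd*, *CG11263*, *moon*, *Strica*, *BoYb* and *CG12708*, of which *BoYb* had the smallest decrease, with a log2 fold change of -1.78. At an adjusted p under 0.05 the number was 10. Of the 39 tested genes, 30 had a log2 fold change below 0. The exons of *Strica* overlap those of *Pngl* by 385 bases, so its counts are less certain. The calls of *moon*, *Strica*, *BoYb* and *CG12708* were lost when the *lid* KD and control libraries were fitted alone, where 2 genes remained. With DESeq2 the number was 9.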

Remarkably, the prominent H3K4me3 peak on *dhd* was almost completely lost in *lid* KD ovaries while other peaks within the *dhd* region remained essentially unchanged. *CG4198*, which lies immediately downstream of *dhd* is a notable exception, as this gene also shows a decrease of H3K4me3 (Fig 3C). In this case, however, it is interesting to note that the presence of the mark is not correlated with transcriptional activity.

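In RNA, *CG4198* had 14 and 4 counts in the *lid* KD libraries and 41 and 58 in the *Sin3A* KD libraries, which is 5.10% and 30.1% of its control mean in CPM. Its log2 fold change in *lid* KD rests on few counts and went to -5.35 without the first *lid* KD library. In *Sin3A* KD the log2 fold change was -1.73 (standard error 0.42, adjusted p = 0.10, edgeR quasi-likelihood test).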

**Fig 3:**
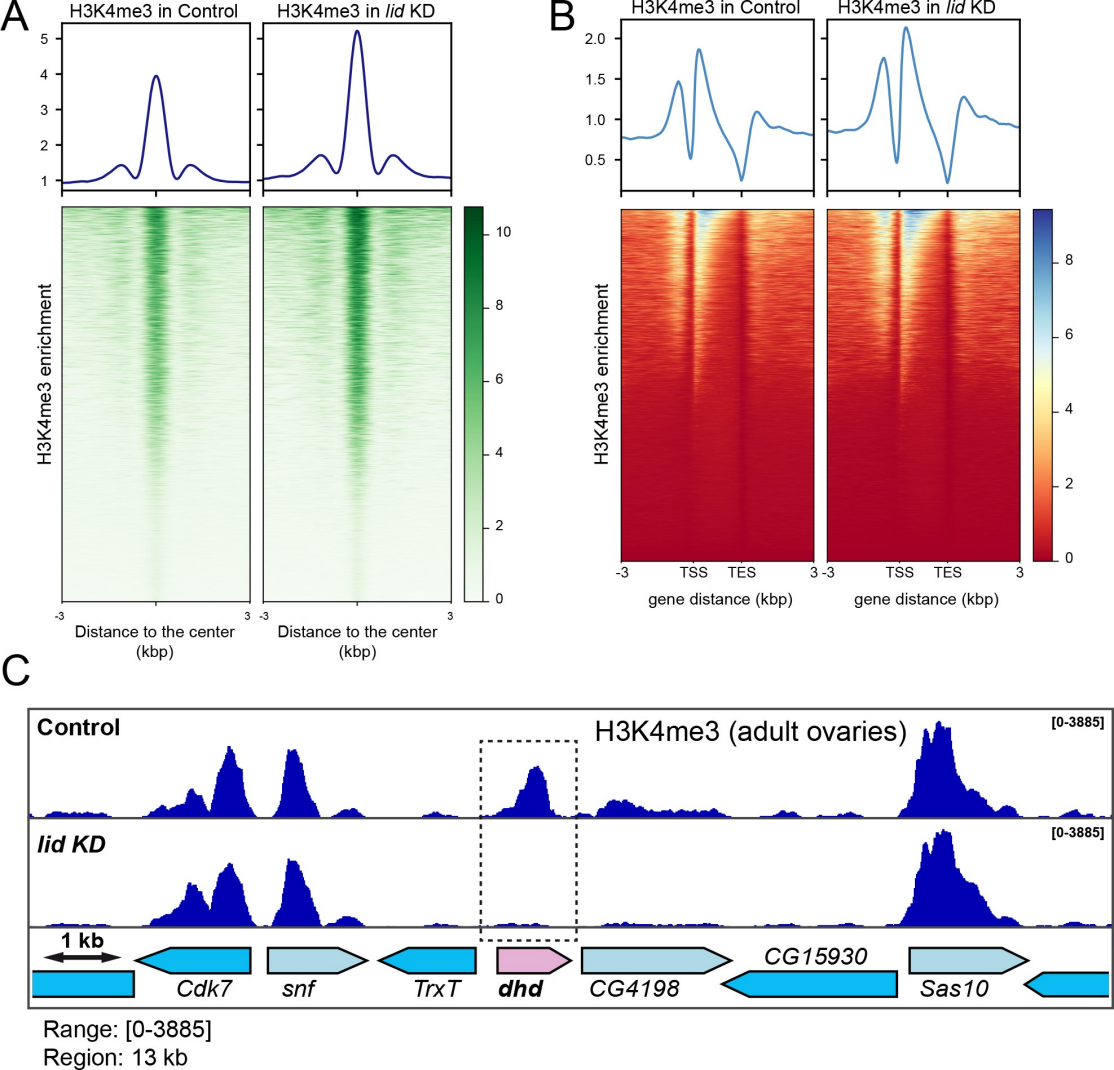
H3K4me3 ovarian ChIP-Seq analysis. A–H3K4me3 enrichment around peak center for Control and *lid* KD ovaries. Upper panels show the average profile around detected peak centers. Lower panels show read density heatmaps around the detected peak centers. B—H3K4me3 enrichment around gene loci for Control and *lid* KD ovaries. Upper panels show the average signal profile on genomic loci defined as 3kb upstream of annotated TSS to 3kb downstream of annotated TES. Lower panels show read density heatmaps around the same genomic loci. C—igv view of H3K4me3 occupancy on the *dhd* genomic region in Control and *lid* KD ovaries.

At first, the paradoxical loss of H3K4me3 enrichment on the *dhd* gene upon Lid depletion suggests that the demethylase activity of Lid is not locally responsible for this regulation. In fact, it has been established that *lid* mutant females with a catalytic dead JmjC* *lid* rescue transgene are viable and at least partially fertile [23,26,31], thus suggesting that the catalytic activity of Lid is not absolutely required to form a viable zygote. To directly test the implication of the Lid demethylase domain in *dhd* regulation, we measured *dhd* expression in JmjC* rescued females. Surprisingly, *dhd* transcripts were severely reduced in these females compared to control females rescued with a wild-type *lid* transgene (S7 Fig). We thus conclude that the demethylase activity of Lid is important for *dhd* expression. At least two hypotheses could reconcile this conclusion with our ChIP-Seq results. First, it is possible that the demethylase activity of Lid is only transiently required at the *dhd* locus, perhaps to switch on its transcription at mid-oogenesis, while later, massive *dhd* expression would no longer require this activity. Alternatively, Lid could exert a control on *dhd* transcription by restricting the level of H3K4me3 at an enhancer element, similarly to what was previously reported for KDM5 demethylases in different model organisms [32–34]. Although our ChIP-Seq analyses failed to identify any obvious candidate enhancer element in the vicinity of the *dhd* gene region, we cannot exclude this possibility.

Besides its JmjC demethylase domain, Lid/KDM5 possesses a conserved C-terminal PHD motif capable of binding H3K4me2/3. This binding motif is required for the recruitment of Lid at the promoter of target genes, where it could promote their activation [27]. The local recruitment of Lid, either through its C-terminal PHD motif or through its DNA binding ARID (AT-rich interaction domain) motif, or both, could thus establish a chromatin environment permissive to *dhd* massive expression in late oogenesis. In this context, the role of the Sin3A/HDAC1 complex also remains to be clarified. The Sin3A histone deacetylase complex is generally considered as a transcriptional repressor [15], but it also functions as a transcriptional activator in *Drosophila* S2 cells [17]. Lacking an intrinsic DNA binding ability [15], the recruitment of this complex to chromatin requires an additional factor. It is thus tempting to propose that Lid itself could recruit Sin3A/HDAC1 locally to activate *dhd* expression in female germ cells.

### Forced *dhd* expression in *lid* KD ovaries partially restores sperm chromatin remodeling at fertilization

Taken together, our cytological and transcriptomic analyses strongly suggest that the loss of *dhd* expression in *lid* KD ovaries at least contributes to the observed fertilization phenotype. To directly test this possibility, we attempted to restore *dhd* expression in *lid* KD female germ cells through the use of transgenic constructs. A genomic transgene (P[*dhd*]) that fully rescued the fertility of *dhd* mutant females [6] only had a very limited impact on the hatching rate of *lid* KD embryos (Table 1) but quantitative RT-PCR analyses revealed that P[*dhd*] remained essentially silent in *lid* KD ovaries (Fig 4A). This result indicates that the 4.3 kb genomic region present in this transgene is sufficient to recapitulate the endogenous control exerted by Lid on *dhd* transcription. We then designed another transgene expressing *dhd* under the control of the *giant nuclei* (*gnu*) regulatory sequences. Like *dhd*, *gnu* is specifically expressed during oogenesis and is functionally required during zygote formation [35]. In addition, our RNA Seq data indicated that its expression is not controlled by Lid. 

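*gnu* (FBgn0001120, chromosome 3L, 14802380 to 14803360 in dm6) had 24063 and 26316 counts in the control libraries and 26297 and 29244 in the *lid* KD libraries, or 429 ± 6.30 and 439 ± 57.3 CPM (mean ± SD, n = 2 libraries per group). The log2 fold change of 0.03 (standard error 0.12, adjusted p = 0.95, edgeR quasi-likelihood test) was within the spread between replicates, and it lay between -0.11 and 0.15 with each library left out in turn. In *Sin3A* KD the log2 fold change of *gnu* was 0.23 (adjusted p = 0.50, same test).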

We observed that the P[*gnu-dhd*] transgene indeed restored fertility to *dhd* homozygous mutant females albeit to modest level (about 7% embryo hatching rate; Table 1). In fact, rescued females only produced about 10% of the normal amount of *dhd* mRNA in their ovaries and the DHD protein remained almost undetectable in Western-blot (Fig 4A). Interestingly, when introduced into *lid* KD females, the P[*gnu-dhd*] transgene also slightly increased embryo hatching rate (Table 1). Furthermore, cytological examination of eggs laid by these females revealed a limited but clear improvement of sperm nuclear decondensation (Fig 4B and 4C). These results thus indicate that forced expression of *dhd* can improve the survival of *lid* KD eggs through its positive impact on sperm chromatin remodeling. Finally, we tried to further increase the level of expression of *dhd* by using a Gal4 inducible transgene, P[UAS-*dhd*^*WT*^]. Indeed, induction of this transgene in the germline of *dhd*^*J5*^ mutant females fully restored their fertility (Table 1). We also observed a strong effect on the hatching rate of embryos laid by *lid* KD, P[UAS-*dhd*^*WT*^] females (about 28%; Table 1). However, a P[UAS-*dhd*^*sxxs*^] transgene expressing a catalytic mutant DHD with no rescuing potential also improved the fertility of *lid* KD females. This effect suggests that Gal4 becomes limiting in the presence of two UAS transgenes, with a negative impact on knock-down efficiency. The fertility of P[UAS-*dhd*^*WT*^] rescued females was nevertheless doubled compared to P[UAS-*dhd*^*sxxs*^] control females (Table 1), thus supporting the idea that partial *dhd* re-expression in *lid* KD ovaries significantly improved the probability of these eggs to form a viable, diploid zygote. Besides its already established roles in controlling the oocyte epigenome and the architecture of meiotic chromosomes, we show that the transcriptional regulation of *dhd* (and possibly additional early acting genes) is indeed a critical function of Lid and associated factors in female germ cells.

**Fig 4:**
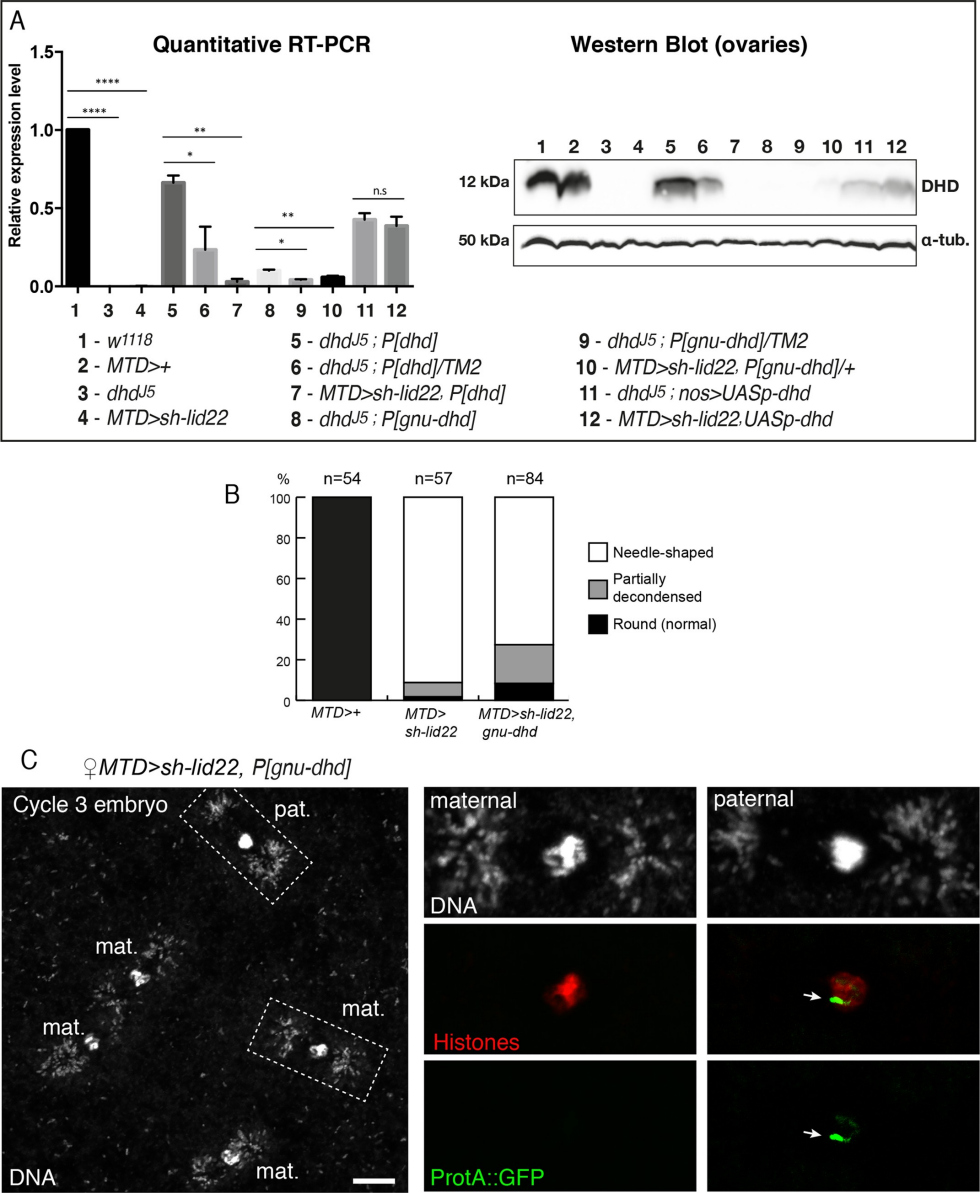
Forced expression of *dhd* partially rescues the *lid* KD phenotype. A—Left: RT-qPCR quantification of *dhd* mRNA levels in ovaries of indicated genotypes (normalized to *rp49* and relative *to* expression in *w*^*1118*^). Data are presented as mean ± SD of 2 biological replicates. P values indicate one-way ANOVA with Dunnett’s multiple comparisons test to a control (**** P < 0.0001; ** P < 0.01, * P < 0.03; n.s = not significant). Right: Western blot analysis of DHD expression in ovaries of indicated genotypes. Alpha-tubulin detection is used as a loading control in Western-blotting. B—Quantification of sperm nuclear phenotype in eggs laid by females of indicated genotypes. C—Confocal images of a *MTD>lid22*, *P[gnu-dhd]* haploid embryo during the third nuclear division with incompletely remodeled male nucleus. Karyogamy has failed and the embryo contains four haploid nuclei of presumably maternal origin. The paternal nucleus (inset) still contains a region packaged with ProtA::GFP (arrow). Note that DNA positive dots at the spindle poles are *Wolbachia* endosymbionts. Scale bar: 10 μm.

### Trr controls sperm chromatin remodeling through a DHD-independent pathway

Intriguingly, germline KD of the Trithorax group protein Trithorax-related (Trr, also known as dMLL3/4), a histone methyltransferase responsible for monomethylation of H3K4 [36], was recently shown to induce a sperm decondensation defect at fertilization similar to the one reported here for *lid*, *Sin3a* and *rpd3* KD [37]. In their study, however, Prudêncio *et al*. did not find any significant change in *dhd* mRNA level in *trr* KD early embryos. To more directly exclude any implication of DHD in the *trr* KD phenotypes, we stained control and KD eggs with an anti-DHD antibody. At fertilization, maternally-expressed DHD is abundant throughout the egg cytoplasm (100%, n = 41) but is rapidly degraded after pronuclear apposition. As expected, DHD protein remained undetectable in most *lid* KD eggs (92%, n = 50), including those that were fixed before the end of meiosis II (S8 Fig**)**. In sharp contrast, DHD protein was normally detected in a majority of *trr* KD eggs, even though these eggs indeed contained a needle-shaped sperm nucleus still packaged with SNBPs (S8 Fig). This result thus confirms that Trr/dMLL3/4 controls sperm nuclear remodeling through a yet unknown, DHD-independent mechanism. Conversely, Trr was shown to control meiosis progression through the activation of *Idgf4* [37], a gene that is not affected by *lid* or *Sin3a* KD (this study). Thus Trr and Lid/Sin3A respectively activate a distinct repertoire of genes important for the oocyte-to-zygote transition and sperm chromatin remodeling.

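*Idgf4* (FBgn0026415, chromosome X, 9927973 to 9930948 in dm6) was measured at 221 ± 68 CPM in control, 254 ± 11.5 in *lid* KD and 253 ± 12.0 in *Sin3A* KD ovaries (mean ± SD, n = 2 libraries per group). Its log2 fold change was 0.21 in *lid* KD and 0.20 in *Sin3A* KD (standard error 0.19 and adjusted p = 0.72 and 0.73, edgeR quasi-likelihood test). The control libraries differed from one another, with 9762 and 16289 counts, more than either KD differed from their mean. Without the first control library the sign changed, and over all fits that left out 1 library the log2 fold changes ran from -0.08 to 0.56 and from -0.09 to 0.55.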

### Conclusion

Our maternal germline genetic screen has unveiled a complex and remarkably specific transcriptional regulation of the *dhd* gene by Lid/KDM5 and the Sin3A/HDAC1 complex. In addition to its crucial role in sperm protamine removal at fertilization, DHD was recently involved in the establishment of a redox state balance at the oocyte-to-zygote transition with a number of identified target proteins [7]. This important DHD-dependent thiol proteome remodeling is thus ultimately controlled by Lid and the SIN3 complex, underlying the critical contribution of these transcriptional regulators to this delicate developmental transition. Future work will aim at dissecting the chromatin mechanisms at play in setting up *dhd* specific activation in female germ cells.

## Materials & methods

### Drosophila strains

Flies were raised at 25°C on standard medium. The *w*^*1118*^ strain was used as a wild-type control. shRNAs lines used in this study (see S1 Table) were established by the Transgenic RNAi Project (TRiP) at Harvard Medical School and were obtained from the Bloomington Drosophila Stock Center at Indiana University. The *lid* and *Sin3A* shRNA lines target all predicted isoforms of their respective target genes. Additional stocks were *EGFP-Cid* [38], *P{otu-GAL4*::*VP16*.*R}1; P{GAL4-nos*.*NGT}40; P{GAL4*::*VP16-nos*.*UTR}MVD1* ("MTD-Gal4"), *P{GAL4*::*VP16-nos*.*UTR}MVD1* ("nos-Gal4"), *P[Mst35Ba-EGFP]* [24] and *Df(1)J5/FM7c* [39]. The *pUASP-dhd[WT]* and *pUASP-dhd[SXXS]* transgenic flies were a gift from C. Gonzalez and C. Molnar. The *PattB[gLid-WT-HA]* and PattB[gLid-JMJC*-HA] transgenic flies were kindly provided by P. Navarro-Costa [23].

### Germline knock-down and fertility tests

To obtain *KD* females, virgin shRNA transgenic females were mass crossed with transgenic Gal4 males at 25°C and females of the desired genotype were recovered in the F1 progeny. To measure fertility, virgin females of different genotypes were aged for 2 days at 25°C in the presence of males and were then allowed to lay eggs on standard medium for 24 hours. Embryos were counted and then let to develop for at least 36 hours at 25°C. Unhatched embryos were counted to determine hatching rates.

### Immunofluorescence and imaging

Early (0–30 min) and late (about 6 hours) embryos laid by randomly selected females were collected on agar plates. Embryos were dechorionated in bleach, fixed in a 1:1 heptane:methanol mixture and stored at -20°C. Embryos were washed three times (10 min each) with PBS1X 0.1%, Triton X-100 and were then incubated with primary antibodies in the same buffer on a wheel overnight at 4°C. They were then washed three times (20 min each) with PBS 0.1%, Triton X-100. Incubations with secondary antibodies were performed identically. Embryos were mounted in Dako mounting medium containing DAPI.

Ovaries were dissected in PBS-Triton 0.1% and fixed at room temperature in 4% formaldehyde in PBS for 25 minutes. Immunofluorescence was performed as for embryos except for secondary antibodies that were incubated four hours at room temperature. Ovaries were then mounted as described above.

Primary antibodies used were mouse monoclonal anti-histones (Sigma #MABE71; 1:1000), rabbit polyclonal anti-DHD (1:1000) [6], rat polyclonal anti-Lid (1:500) [14], mouse monoclonal anti-GFP (Roche #118144600001; 1:200) and Rat monoclonal anti alpha-tubulin (Abcam #ab6160; 1:50). Secondary antibodies were goat anti-rabbit antibodies (ThermoFisher Scientific, 1:500), goat anti-mouse or anti-rat antibodies (Jackson ImmunoResearch, 1:500) conjugated to AlexaFluor. Images were acquired on an LSM 800 confocal microscope (Carl Zeiss). Images were processed with Zen imaging software (Carl Zeiss) and Photoshop (Adobe).

### Western blotting

Ovaries from 30 females were collected and homogenized in lysis buffer (20mM Hepes pH7.9, 100mM KCl, 0.1mM EDTA, 0.1mM EGTA, 5% Glycerol, 0.05% Igepal and protease inhibitors (Roche)). The protein extracts were cleared by centrifugation and stored at -80°C.

Eggs were collected every 30 min, dechorionated in bleach and quickly frozen in liquid nitrogen. Protein extracts were prepared from ca. 10 μl of embryos. Protein samples were run on 15% SDS polyacrylamide gel and transferred to Immun-Blot^®^ PVDF membrane (Bio-Rad) for 1h at 60V. Membranes were blocked for 1h at room temperature in 5% non-fat milk in PBS 1X-Tween20 0.05%, followed by an overnight incubation with the primary antibody at 4°C in 5% non-fat milk in PBS1X-Tween20 0.05%. Secondary antibodies used were added and incubated for 2 hours at room temperature. Protein detection was performed using ECL solution according manufacturer’s instruction (GE Healthcare). Antibodies used were: rabbit polyclonal anti-DHD (1/1000) [6], mouse monoclonal anti-α-Tubulin (Sigma Aldrich #T9026, 1:500), HRP-conjugated goat anti-mouse (Biorad #170–5047; 1:50 000) and peroxidase-conjugated goat anti-rabbit (Thermoscientific #32460; 1:20 000).

### Gene expression analysis by RT-QPCR

Total RNA was extracted from ovaries of 3-day-old females using the NucleoSpin® RNA isolation kit (Macherey-Nagel), following the instructions of the manufacturer. Duplicates were processed for each genotype. cDNAs were generated from 1μg of purified RNA with oligo (dT) primers using the SuperScript^TM^ II Reverse Trancriptase kit (Invitrogen).

Generated cDNAs were diluted to 1/5 and were used as template in a real time quantitative PCR assay using SYBR®Premix Ex TaqTM II (Tli RNaseH Plus) (Takara). All qRT-PCR reactions were performed in duplicate using Bio-Rad CFX-96 Connect system with the following conditions: 95°C for 1 min followed by 40 cycles of denaturation at 95°C for 10 s, annealing at 59°C for 30 s and extension at 72°C for 30 s. Relative fold change in gene expression was determined by the comparative quantification ΔΔCT method of analysis [40]. The housekeeping gene *rp49* was used to normalize cDNA amounts in the comparative analysis. The primer sets used in the PCR reactions were: dhd-forward 5’- TCTATGCGACATGGTGTGGT -3’ and dhd-reverse 5’- TCCACATCGATCTTGAGCAC -3’; lid-forward 5’- ATTGGTTTCACGAGGATTGC-3’ and lid-reverse 5’- CATAGCCACTTGGGTCGATT -3’; Rp49-forward 5’- AAGATCGTGAAGAAGCGCAC -3’ and Rp49-reverse 5’- GATACTGTCCCTTGAAGCGG -3’. Statistical tests were performed using GraphPad Prism version 6.00 for Mac OS X (GraphPad Software).

### Ovarian RNA sequencing and analysis

For each samples, 8 pairs of ovaries were dissected from 6 day-old virgin females and total RNA were extracted using the NucleoSpin® RNA isolation kit (Macherey-Nagel), following the instructions of the manufacturer. Extracted RNAs were treated with Turbo^TM^DNAse (Ambion #AM2238). After DNase inactivation, RNAs were purified using the NucleoSpin® RNA Clean-up XS kit (Macherey-Nagel) according to manufacturer’s instructions. Sequencing was completed on two biological replicates of each genotype:

Control KD *(MTD-Gal4>+)*

*P{w[+mC] = otu-GAL4::VP16.R}1*, w[*]/y[1] v[1]; P{w[+mC] = GAL4-nos.NGT}40/+; P{w[+mC] = GAL4::VP16-nos.UTR}CG6325[MVD1]/P{y[+t7.7] = CaryP}attP2

*lid* KD *(MTD-Gal4>shRNA lid)*

*P{w[+mC] = otu-GAL4::VP16.R}1*, w[*]/y[1] sc[*] v[1]; P{w[+mC] = GAL4-nos.NGT}40/+; P{w[+mC] = GAL4::VP16-nos.UTR}CG6325[MVD1]/P{y[+t7.7] v[+t1.8] = TRiP.GLV21071}attP2

*Sin3A* KD *(MTD-Gal4>shRNA Sin3A)*

*P{w[+mC] = otu-GAL4::VP16.R}1*, w[*]/y[1] sc[*] v[1];P{w[+mC] = GAL4-nos.NGT}40/+; P{w[+mC] = GAL4::VP16-nos.UTR}CG6325[MVD1]/P{y[+t7.7] v[+t1.8] = TRiP.HMS00359}attP2

Sequencing libraries for each sample were synthesized using TruSeq Stranded mRNA kit (Illumina) following supplier recommendations (Sample Preparation Guide—PN 15031047, version Rev.E Oct 2013) and were sequenced on Illumina Hiseq 4000 sequencer as Single-Reads 50 base reads following Illumina's instructions (GenomEast platform, IGBM, Strasbourg, France). Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover. Sequenced reads were mapped to the *Drosophila melanogaster* genome assembly dm6 using TopHat (version 2.1.1) with default option. The aligned reads were assigned to genes by FeatureCounts, run with default options on the dmel-all-r6.15 version of the *Drosophila melanogaster* genome annotation. Differentially expressed genes were identified using the R-package DESeq2 (version 1.14.1). The annotated genes exhibiting an adjusted-P < 0.001 were considered differentially expressed compared to Control.

### Chromatin immunoprecipitation, sequencing and analysis

ChIP assays were performed as previously described [41]. Two biological replicates for *control* KD and *lid* KD ovaries (same genotypes as for RNA Seq) were processed and analyzed. For each biological replicate, eighty ovary pairs were dissected from 2 day-old females and flash frozen. Dissected ovaries were fixed in 1.8% formaldehyde at room temperature for 10 minutes. Chromatin was sonicated using a Diagenod Bioruptor (18 cycles, high intensity, 30s on/30s off) to generate random DNA fragments from 100 to 800 base pairs. Sheared chromatin was incubated overnight at 4°C with H3K4me3 antibody (ab8580 Abcam). Immunoprecipitated samples were treated with RNAse A, proteinase K and DNA purified using the ChIP DNA Purification kit (Active Motif #58002) following the manufacturer’s instructions. Quantification assessment of purified DNA was done using Qbit dsDNA HS Assay on the Qbit fluorometer (Invitrogen). Immunoprecipited DNA quality was evaluated on a Bioanalyzer 2100 (Agilent).

Sequencing libraries for each sample were synthesized using Diagenode MicroPlex Library Preparation kit according to supplier recommendations (version 2.02.15) and were sequenced on Illumina Hiseq 4000 sequencer as Paired-End 50 base reads following Illumina's instructions (GenomEast platform, IGBM, Strasbourg, France). Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover. Sequenced reads were mapped to the *Drosophila melanogaster* genome assembly dm6 using Bowtie (version 2.3.3) with default option. Only uniquely aligned reads have been retained for further analyses. Duplicated reads were removed using picard-tools (version 2.17.10). Peak calling was performed for each individual samples and on merged biological replicates using MACS algorithm (version 2.1.1) with default option and a relaxed q-value cut-off of 0.1. Consistent peaks between biological replicates were identified using irreproducible discovery rate (IDR version 2.0.3) with a 0.05 cut-off. Differentially modified H3K4me3 peaks between Control and *lid* Knock-down ovaries were identified using the R-package DiffBind (version 2.2.12) with a 0.05 FDR cut-off.

### Data visualization

The Deeptools software was used to convert alignment files to bigwig (bamCoverage) and to generate H3K4me3 heatmap and density profiles (computeMatrix and plotHeatmap). The generated bigwig files were visualized using IGV software.

## Supporting information

S1 Fig Developmental defects of *lid* KD embryos. Embryos were collected for four hours and aged for another four hours at 25°C before DAPI staining and examination in fluorescent microscopy. More than 85% of *lid* KD embryos arrest development before the blastoderm stage. In contrast, 100% of control embryos had reached gastrula or later stages.
(TIF) Click here for additional data file.

S2 Fig Meiosis II is not visibly affected in eggs from *lid* KD females. A—Representative confocal images of eggs in metaphase of meiosis II stained for DNA (blue), alpha-tubulin (red) and ProtA::GFP (green). The tandem of meiotic spindles is shown on the left, the corresponding male nucleus from the same egg is on the right. Bars: 5 μm. B—Quantification of meiosis II phenotypes (normal or abnormal chromosome segregation).
(TIF) Click here for additional data file.

S3 Fig Phenotype of *Sin3A* KD and *rpd3* KD eggs/embryos. A—Confocal images of *Sin3A* KD eggs stained for DNA at the indicated stages. The sperm nucleus in the left panel is indicated (arrow). Bar: 10 μm. PB: Polar bodies. B—Confocal images of *rpd3* KD early embryos (from ProtA::GFP fathers) stained for DNA and anti-GFP. The sperm nucleus is indicated (arrows). Bar: 10 μm. PB: Polar bodies.
(TIF) Click here for additional data file.

S4 Fig Lid is not directly invoved in sperm chromatin remodeling at fertilization. A—Top row: confocal images of stage 10 egg chambers from control (left) and lid KD (right) females stained for DNA (red) and anti-Lid (green). Middle row: detail of a nurse cell nucleus. Bottom row: detail of the oocyte germinal vesicle (oocyte nucleus). Bar: 20 μm. B—Confocal images of the male pronucleus and the female pronucleus from a control egg in meiosis II stained for DNA and anti-Lid. Bar: 10 μm. Quantification of Lid positive nuclei is indicated. C—Confocal images of a control (left) and lid KD (right) blastoderm embryo with same staining as in B. Bar: 10 μm. Quantifications of embryos with a positive/negative nuclear Lid staining are indicated for each genotype.
(JPG) Click here for additional data file.

S5 Fig Lid and Sin3A control *dhd* expression in female germ cells. A—Principal Component Analysis of Control, *lid* KD and *Sin3A* KD ovarian transcriptomes (two biological replicates for each genotype). B—Volcano plot representations of Differentially-Expressed genes in Control vs *lid* KD (left) and Control vs *Sin3A* KD (right). C—RT-qPCR quantification of *dhd* mRNA levels in ovaries of indicated genotypes. mRNA levels were normalized to rp49 and shown as relative expression in MTD>+ control. Error bars represent SD (Dunnett’s multiple comparisons test to the control MTD>+, **** P < 0.0001). D—Western blot analysis of DHD in adult ovaries (left) and 0-30min postfertilization embryos (right). α-tubulin was used as a loading control. E—Western blot analysis of DHD in adult ovaries of indicated genotypes. α-tubulin was used as a loading control.
(TIF) Click here for additional data file.

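A principal component analysis of log2 CPM of the 500 genes with the largest variance placed 54.9% of the variance on the first component and 27.7% on the second. The first component separated the KDs from each other. The *lid* KD libraries lay at 28.3 and 27.3, the *Sin3A* KD libraries at -23.5 and -24.3, and the control libraries between them at -2.30 and -5.41. The second component separated the control libraries, at 21.3 and 21.1, from the 4 KD libraries, which lay between -14.2 and -7.08. With all tested genes in place of 500, the first component held 45.6%.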

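At the looser threshold of an adjusted p under 0.05 from edgeR's quasi-likelihood test, 379 genes were differentially expressed in *lid* KD, 285 of them lower, and 193 in *Sin3A* KD, 139 of them lower. Each of the genes past 0.001 had changed at least 2-fold.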

S6 Fig Top twelve most downregulated and upregulated genes in *lid* KD and *Sin3A* KD transcriptomes. (TIF) Click here for additional data file.

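By log2 fold change among the genes with an adjusted p under 0.001, the decreases that followed *dhd* in *lid* KD were those of *CG11263* at -5.52, *CG1503* at -5.06, *CG17167* at -4.29 and *CG32187* at -4.27. In *Sin3A* KD, *Acsx4* and *dhd* were followed by *CG12708* at -6.97, *Fatp3* at -6.17 and *CG30046* at -4.43. The largest increases in *lid* KD were those of *GstE10* at 7.06, *v*, which had 1 and 2 counts in control and was at least 68.8-fold higher in *lid* KD, *tipE* at 6.50, *Dscam4* at 5.42 and *CG13375* at 4.88. In *Sin3A* KD, *Dscam4* at 6.44 and *CG13029* at 4.33 were the 2 genes that increased past the threshold. *GstE10* belongs to a family of similar genes, so reads can be counted on the wrong member, and its exons overlap those of *GstE1* by 20 bases. The exons of *tipE* overlap those of *CG18675* by 777 bases and those of *CG17167* overlap *CG17163* by 386, so the counts of these genes are less certain. *CG11263* was not lowered in *Sin3A* KD and *Fatp3* was not lowered in *lid* KD, and for both genes the 2 KDs differed (adjusted p = 3.1e-05 for each, edgeR quasi-likelihood test of *lid* KD against *Sin3A* KD). In *Sin3A* KD, *CG1503*, *CG17167* and *CG32187* were higher, by 1.15, 1.68 and 2.75 (adjusted p = 0.037, 0.020 and 0.0013, edgeR quasi-likelihood test). These increases passed 0.05 but not 0.001. *Acsx4*, *CG12708* and *CG30046* were lower in *lid* KD too, at -2.91, -3.28 and -2.23 (adjusted p = 0.0024, 8.8e-04 and 0.0054, same test).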

S7 Fig The JmjC domain of Lid is required for normal *dhd* expression. A—Embryo hatching rates from females of indicated genotypes. B—RT-qPCR quantification of *dhd* (left) and *lid* (right) mRNA levels in ovaries of indicated genotypes. mRNA levels were normalized to rp49 and shown as relative expression in *w*^*1118*^ control. Error bars represent SD (Dunnett’s multiple comparisons test to the control (** P <0.01; *** P = 0.0002). C—Analysis of paternal GFP::Cid expression in late embryos from indicated females (as in Fig 1B).
(TIF) Click here for additional data file.

S8 Fig *trr* KD does not affect *dhd* expression. A—Confocal images of representative embryos of the indicated genotypes stained for DNA and anti-DHD. The fertilizing sperm nucleus is magnified in insets. Bar: 20 μm. B—Details of maternal chromosomes (top row) and sperm nucleus (bottow row) from a representative *trr* KD egg stained for ProtA::GFP and histones.
(JPG) Click here for additional data file.

S1 Table Haploid TRiP genetic screen. (XLSX) Click here for additional data file.

S2 Table Differentially expressed genes in *lid* KD and *Sin3A* KD ovaries. (XLSX) Click here for additional data file.

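S2 Table gives, for each KD, the genes that the authors' DESeq2 comparison with the control found past their threshold, each with its log2 fold change, p-value and FDR. The paper's table lists 342 genes for *lid* KD and 233 for *Sin3A* KD. These are the genes with an FDR under 0.001 in the authors' deposited table. In the authors' deposited table 261 of the *lid* KD genes and 160 of the *Sin3A* KD genes were lower, and 94 genes were shared, 67 of them in the same direction. All 47 and all 25 genes found by the edgeR test were among them. Across the 8868 genes tested, the log2 fold changes of edgeR and those of the authors' deposited tables had a Spearman correlation of 0.97 in *lid* KD and 0.96 in *Sin3A* KD; genes are not independent replicates.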

S3 Table Quantitative analysis of H3K4me3 differential enrichment in Control vs *lid* KD ovarian ChIP-Seq. (XLSX) Click here for additional data file.

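S3 Table lists the H3K4me3 peaks whose enrichment differed between *lid* KD and control ovaries, found by the authors with DiffBind from ChIP-Seq of both genotypes. For each peak it gives a position in dm6, a log-scale fold of *lid* KD over control in which a negative value means less H3K4me3 in *lid* KD, an FDR, and the gene annotated to the peak or with the nearest promoter. It holds 1574 peaks, of which 46 have a negative fold. The ChIP-Seq reads were not analysed here.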

How the deposited data were processed for this re-analysis (not part of the article)

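RNA of ovaries was sequenced from 6 libraries, 2 biological replicates each of control (MTD-Gal4 only), *lid* KD and *Sin3A* KD. The authors mapped the reads to dm6 with TopHat, assigned them to FlyBase genes with featureCounts and deposited the raw counts of each library, which are whole numbers without normalization. The authors also deposited, for each KD, a table of their DESeq2 comparison with the control, which holds a log2 fold change, its standard error, a p-value and an adjusted p-value per gene. Libraries were grouped by the genotype and the replicate number of their labels, and 0 of the per-sample columns were left unused. The age of the females is 6 days in the paper's methods and 3 days in the labels, and which of them holds is not known. The H3K4me3 peaks are those of the paper's S3 Table. The ChIP-Seq reads and the RT-qPCR and cytology experiments were not analysed.
Of the genes in the deposited counts, 17316 were matched by FlyBase identifier to a symbol and a position in a later annotation of the same dm6 assembly, and 154 were not. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the genotype as group, which left 8868, and libraries were scaled by TMM factors. A negative binomial model with 1 mean per genotype was fitted to all 6 libraries, with a common dispersion of 0.0200, and *lid* KD and *Sin3A* KD were each compared with the control and with each other by the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, and an adjusted p under 0.001 counted as differential expression. Log2 CPM were computed with a prior count of 2, and intervals have a confidence level of 95%. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and given as a lower bound. Total counts per library lay between 57766888 and 64708589, and for genes with at least 10 counts over both libraries of a group the replicates differed on average by more than counting error, with a chi-square per degree of freedom of 262 in control, 58.9 in *lid* KD and 43.2 in *Sin3A* KD. For genes with few counts, such as *Trx-T*, *CG4198*, *v* in control and *Acsx4* in *Sin3A* KD, counting error limits the precision as well.
The procedure was tested on simulated data in which each gene had the same dispersion in every group, unlike the real libraries. Among its calls, 0.698% were genes without a simulated change with edgeR, 4.80% with DESeq2 and 4.48% with DESeq2 and fold-change shrinkage. Of the genes changed by 1, 2 and 4 on the log2 scale, edgeR recovered 42.9%, 78.2% and 95.7%, and DESeq2 63.2%, 81.5% and 93.6%. With shrinkage DESeq2 recovered 63.5%, 80.9% and 92.4%.
The genes named were set by rule before the data were examined: every gene the paper names for its RNA-seq, the genetic markers in the genotypes (*y*, *v*, *w*, *sc*) with *Rpd3* and *trr*, in each KD the 5 largest decreases and the 5 largest increases among the differentially expressed genes whose KD libraries both lay on the same side of both control libraries, and every gene under a decreased H3K4me3 peak that was lower in *lid* KD. Lists of eggshell, maternal germline, early meiotic germline, male germline and antimicrobial peptide genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Lists of muscle and nervous tissue genes were written after the values were seen. The alternatives were DESeq2's size factors or total counts in place of TMM factors, DESeq2 1.42.0 with and without shrinkage of the fold changes, no filter on low counts, a mean of at least 50 counts, a fit of each comparison's 4 libraries alone, the replicate number as a block, an adjusted p under 0.05, a fold change of at least 2, each library left out in turn, all tested genes in place of 500 or the omission of *dhd* in the principal component analysis, the nearest promoter alone as the gene of a peak, and fry or an estimated correlation for the lists. Comparisons of other groupings of the libraries and tests for outlying libraries were not made, since each group holds 2 libraries.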

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

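The tests of *v*, *y*, *GstE9*, *tipE* and the tissue lists were chosen after the results were seen.
*GstE9* (FBgn0063491, chromosome 2R, 18409048 to 18409835) moved in opposite directions in the KDs. It had 446 and 507 counts in control, 3300 and 2995 in *lid* KD and 81 and 73 in *Sin3A* KD, and the log2 fold change of *lid* KD over *Sin3A* KD was 5.28 (standard error 0.15, adjusted p = 2.0e-05, edgeR quasi-likelihood test). That comparison uses no control library, which argues against an error of the shared controls as the whole cause. Reads of *GstE10* counted on *GstE9* would not lower *GstE9* in *Sin3A* KD, where it changed by -2.67 and *GstE10* did not change (adjusted p = 0.98, same test). Alleles that differ between the parents of the groups were not tested and stay open.
The paper does not discuss the genes with the largest increases, which had few counts in control. In *lid* KD the log2 fold change was 7.06 for *GstE10* (8 and 5 counts in control, 925 and 985 in *lid* KD), 7.05 for *v* (a fitted value, since control had 1 and 2 counts), 6.50 for *tipE* (20 and 8 counts, then 1402 and 1369), 5.42 for *Dscam4* (12 and 14, then 593 and 621) and 4.88 for *CG13375* (58 and 48, then 1830 and 1570). In *Sin3A* KD it was 6.44 for *Dscam4* and 4.33 for *CG13029* (27 and 36, then 528 and 776). The exons of *tipE* overlap those of *CG18675*, but *CG18675* never had more than 4 counts in a library, too few to be tested, so its reads are not the source of those on *tipE*. RNA of nervous tissue would raise other genes of that tissue, but the 6 genes tested of a list of 16 had a median log2 fold change of -0.026 in *lid* KD (from -0.56 to 0.33) and of -0.18 in *Sin3A* KD, with at most 180.0 CPM in control. RNA of muscle argues the same way, with a median of 0.12 over the 14 genes of its list (from -0.22 to 0.56) and of -0.19 in *Sin3A* KD, at most 36.4 CPM in control. No biological explanation was tested for *GstE10*, *CG13375* and *CG13029*, and differences between the parental lines stay open for all of these genes.
The gene *v* is carried as a marker by the shRNA transgenes, with 1 copy in each KD and none in the controls. It was not equal in the KDs, where *lid* KD exceeded *Sin3A* KD by 3.73 on the log2 scale (260 and 204 counts against 23 and 10, adjusted p = 0.0021, edgeR quasi-likelihood test), so a copy of equal activity in both KDs is not the whole cause. The marker *y* is carried by the insertions of all 3 groups, and its log2 fold change was 3.21 in *lid* KD (adjusted p = 6.2e-04, same test) and 1.10 in *Sin3A* KD (adjusted p = 0.067, same test). For both genes a marker copy whose activity differs between the insertions cannot be told apart from a change of the gene itself, since each group carries its own insertion and the counts do not separate the copies. Of the tested genes around *y* and *CG13375* on chromosome X, looked up after the values were seen, *CG32816* and *CG13375* also rose in *lid* KD. The others, among them *cin*, *ewg*, *G9a* and *CG3038*, lay between -0.52 and 0.87 (adjusted p of 0.16 or more, same test). *CG32816*, which spans *y*, changed by 1.54 in *lid* KD (adjusted p = 0.0018, same test) and 0.10 in *Sin3A* KD, and the nearby *CG13375* by 4.88 and 0.14, while *CG3777*, which spans *CG13375*, changed by 0.71 (adjusted p = 0.47, same test). A *y* marker copy on the third chromosome would not raise *CG32816* and *CG13375*, which leaves a change at the *y* locus itself, or an allele of the parental X chromosome, among the open explanations for *y*.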

How the results depend on the processing

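The alternatives that left out libraries for the correlation and the principal components, and those with a different control library for each KD, were chosen after the values were seen. Of 1487 values under an alternative, 1310 kept their direction and side of the threshold or moved less than the spread between replicates. A further 56 no longer passed the threshold, 29 passed it newly, 91 moved and 1 reversed. Where a library of a compared group was left out, a single gene was judged by the spread alone. A change of sign, as for *Idgf4* in *lid* KD (0.21 to -0.08 without the first control library), then counted as unchanged. With 2 libraries per group such a shift is mostly smaller than the spread by construction, so these fits could hardly fail. Among the 1160 values of single genes, 1077 were unchanged in this sense, 52 no longer passed, 23 passed newly and 8 moved.
The log2 fold change of *dhd* stayed past an adjusted p of 0.001 in both KDs under each of the 10 settings that give a call, with the largest adjusted p at 7.2e-04 in *lid* KD and 9.5e-04 in *Sin3A* KD. The counts of genes depended on the test, the filter and the libraries in the fit. The 47 genes of *lid* KD became 348 with DESeq2, 343 with its shrinkage, 157 without a filter, 21 in the 4-library fit, 10 with the replicate block and 379 at an adjusted p under 0.05, and between 29 and 31 across the 2 fits that each left out a *Sin3A* KD library. The 25 genes of *Sin3A* KD became 227, 233, 91, 7, 3 and 193 under those settings, 39 with total counts, and 7 in both fits that left out a *lid* KD library. The 102 genes of the direct comparison became 479, 480, 231, 200, 35 and 596, and between 213 and 214 without a control library. The paper's methods do not state that the replicate numbers are pairs. Differences between replicates had correlations of 0.122, -0.062 and 0.068 between the groups across genes, which gave little sign of pairing but cannot exclude it. The block also leaves fewer degrees of freedom, so a call lost with it need not be a weaker effect. The cause of the other changes was not tested.
The 5 genes shared by the KDs became 93 with DESeq2, 94 with shrinkage, 22 without a filter, 3 with a mean of at least 50 counts, 8 with total counts, 2 in the 4-library fits, 2 with the block and 76 at 0.05. Those in the same direction, 4, became 65, 67, 19 and 2, then 2, 2 and 54, the same order without total counts. No count of shared genes was made with a library left out, since 1 of the arms then holds a single library. The genes under decreased peaks, 6, became 9 with DESeq2, with shrinkage and without a filter, 4 with a mean of at least 50 counts and without either *Sin3A* KD library, 2 in the 4-library fit, 2 with the block and 10 at 0.05. In the *dhd* region, 1 gene other than *dhd* (*CG4198*) passed in *lid* KD with DESeq2, with shrinkage, without a filter and at 0.05, 4 of the settings. The knock-down of *Sin3A* passed the threshold with DESeq2 (-1.24), with shrinkage (-1.12), without a filter (-1.25) and at 0.05 (-1.24).
The correlation of the KDs across genes lay between 0.210 and 0.516 over the 6 fits that each left out a library, 0.516 without the first control library and 0.477 without the second, and fell to 0.0116 with a different control library for each KD. The first principal component held 45.6% with all tested genes and between 49.3% and 65.5% with a library left out, 65.5% without the first control library and 65.0% without the second. The maternal germline list in *lid* KD changed direction under fry, at an adjusted p of 0.963, far from any threshold.
*CG4198* and *Trx-T* rest on few counts. The log2 fold change of *Trx-T* in *lid* KD went from -3.95 to -7.99 without the second *lid* KD library. For *Acsx4* in *Sin3A* KD, with 0 and 1 count, it ran from -12.63 to -9.45, so only its lower bound is given.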

Differences from the paper's values

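The thresholds of the authors' deposited tables other than 0.001 were chosen after the values were seen. At an adjusted p under 0.001, 47 genes were differentially expressed in *lid* KD against the paper's 473. Among the alternatives set before the data were examined, DESeq2 (348 genes), DESeq2 with shrinkage (343) and an adjusted p under 0.05 (379) came within 1.5 times of the paper's number, and the others did not. In both KDs, 5 genes were differentially expressed against the paper's 139, and DESeq2 (93) and DESeq2 with shrinkage (94) came within 1.5 times of it, while the others did not. In the same direction were 4 genes against the paper's 100, and only DESeq2 with shrinkage (67) came that close. In the authors' deposited table, 480 genes had an adjusted p under 0.01 in *lid* KD, with 145 in both KDs and 102 in the same direction, a threshold chosen after seeing the values.
The paper's S2 Table lists 342 genes for *lid* KD against 47 here, and 233 for *Sin3A* KD against 25 here. DESeq2 (348 and 227), DESeq2 with shrinkage (343 and 233) and an adjusted p under 0.05 (379 and 193) came within 1.5 times of both, and the other alternatives did not.
The paper's log2 fold change of *dhd* in S2 Table is -3.16 in *lid* KD against -7.81 here, and -3.17 in *Sin3A* KD against -7.90 here. For *lid* in *lid* KD the paper's value is -3.07 against -3.38 here. Of the alternatives set before the data were examined, DESeq2 with shrinkage of the fold changes gave -3.16, -3.17 and -3.07, and no other closed any of these gaps.
The paper places *dhd* as the gene most strongly lowered in both KDs, whereas in *Sin3A* KD *Acsx4*, with 0 and 1 count, was at least 261-fold lower against 239-fold for *dhd*. Their order rests on counts at the floor. In the authors' deposited tables, *dhd* ranked 2 by decrease in *lid* KD and 6 in *Sin3A* KD. Those ranks rest on shrunken fold changes, which lay within 0.0093 of DESeq2 with shrinkage. Without shrinkage, DESeq2 gave -7.81 for *dhd* in *lid* KD, against -5.52 for *CG11263*, which ranked first there. In *Sin3A* KD it gave -7.90 for *dhd*, and *Fatp3*, which ranked first there, fell no lower than -6.19 over 10 settings. The paper lists *Sin3A* itself as differentially expressed in *Sin3A* KD, and here it passed the threshold with DESeq2, with its shrinkage, without a filter on low counts and at an adjusted p under 0.05 but not otherwise. The paper counts fewer other genes of the *dhd* region as expressed in ovaries than the 7 found above 10 CPM in control or the 12 tested. The paper counts more decreased peaks over genes lowered in *lid* KD than the 6 found here, and 9 were found with DESeq2, with its shrinkage and without a filter on low counts, and 10 at an adjusted p under 0.05. It ranks the *dhd* peak higher than its S3 Table does by fold, where it is number 3, without naming the measure. By FDR the *dhd* peak, at 2.48e-58, lies ahead of the peaks above it by fold, at 1.41e-49 and 8.05e-12.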

Other observations

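The tests of the eggshell genes as a measure of late egg chambers, of the shared genes, of the peaks and of *CG4198* and *Trx-T* were chosen after the results were seen. Those of chromosome 3, neighbouring genes, normalization and separate controls were written down before their own outcome was computed, the last of them after the correlation had been seen.
Eggshell genes, which are expressed in late egg chambers, did not fall together. Their median log2 fold change over 21 tested genes of 22 was 0.16 in *lid* KD and -0.067 in *Sin3A* KD, which argues against fewer late-stage egg chambers as the source of the loss of *dhd*. Camera gave an adjusted p of 0.0498 for this list in *lid* KD, which did not hold under fry (0.848) or an estimated correlation (0.941), and 0.733 in *Sin3A* KD. The maternal germline list (22 of 25 genes tested, *gnu* among them) had medians of 0.01 and 0.01, and an adjusted p of 0.892 in each KD. The early meiotic germline list (17 of 18) had medians of -0.13 and -0.05 and adjusted p of 0.892 and 0.263, the latter 0.0440 under fry. Of this list 1 gene, *c(3)G* (log2 fold change 1.97, named after its value was seen), was differentially expressed in *lid* KD over all genes tested, and 1 in *lid* KD and 2 in *Sin3A* KD adjusted over the list alone. The male germline list had 3 of 20 genes tested, *Trx-T* and *CG4198* among them, which the paper also names. Its median was -3.95 in *lid* KD (camera adjusted p = 4.1e-09, 0.0075 under fry, 0.0801 with an estimated correlation) and -0.02 in *Sin3A* KD (0.733). *Trx-T* and *CG4198* flank *dhd*, and the third gene, *mia*, was already listed in S2 Table. The list is therefore not independent of the *dhd* locus or of the study's calls. None of the 3 passed 0.001 over all genes tested, where 1339 genes had an unadjusted p under 0.05 in *lid* KD, and 2 in *lid* KD and 1 in *Sin3A* KD passed adjusted over the list alone. Antimicrobial peptide genes (3 of 17) had medians of 0.90 and 0.70 (camera adjusted p = 0.0233 and 0.0581, under fry 0.0440 and 0.0729, with an estimated correlation 0.323 and 0.352). S2 Table also held *c(3)G*, *corolla* and *ord* of the early meiotic list and *AttB* of the antimicrobial list. Those lists are therefore not independent of the study's calls either.
Reads of the *dhd* transcript counted on its neighbours would leave them at the percent of *dhd*, 0.447% in *lid* KD and 0.418% in *Sin3A* KD. *CG4198* kept 5.10% in *lid* KD and 30.1% in *Sin3A* KD, and *Trx-T* kept 6.28% and 98.5%, which argues against this as the whole cause of their fall. The KDs were compared directly for both genes (adjusted p = 0.029 for *CG4198* and 0.037 for *Trx-T*, edgeR quasi-likelihood test), so neither difference passed 0.001.
Alleles linked to the shRNA insertions on the third chromosome would place the differentially expressed genes there, where 3777 of the tested genes lie (42.6%). In *lid* KD 15 of the 47 genes lay on it (31.9%, Fisher's exact test, two-sided p = 0.183), and in *Sin3A* KD 11 of the 25 (44.0%, p = 1), so linked alleles are not the whole cause. Alleles elsewhere in the parental lines were not tested.
In *lid* KD 5 pairs of differentially expressed genes lay within 20 kb of each other. Random sets matched on expression held 0.881 pairs on average and at most 8, and a share of 0.0038 of 10000 sets held as many, which argues against chance placement. The pairs were *GstE10* with *GstE9*, *CG11263* with *Cul6*, *CG1503* with *unc*, the noncoding gene CR43961 with *moon*, and *CG3568* inside the noncoding gene CR32773, named after their values were seen. CR32773 and *CG3568* moved in opposite directions (log2 fold change 4.13 and -3.85), and the genes of each other pair in the same one. The random sets were matched on expression only. No pair was found in *Sin3A* KD.
More genes were lower than higher, 70.2% in *lid* KD (exact binomial test against equal shares, two-sided p = 0.0079) and 92.0% in *Sin3A* KD (p = 1.9e-05). The test treats genes as independent, which genes called against the same 2 control libraries are not. Its p-values do not measure the spread between replicates. The imbalance in *lid* KD was absent in the 4-library fit (10 lower, 11 higher) and with the replicate block (5 and 5), and it was present with DESeq2 (267 and 81) and without a *Sin3A* KD library (20 and 11, or 18 and 11). In *Sin3A* KD these settings gave 6 and 1, 2 and 1, 159 and 68, and, without either *lid* KD library, 6 and 1. With total counts in place of TMM factors the percent was 68.1 and 84.6, but this scaling moved the median log2 fold change by 0.023 and -0.017 only, too little to test the normalization, which stays open.
The 76 genes shared at an adjusted p under 0.05 exceeded each of the 50 simulations of unrelated changes against the same controls, of which the largest held 27, and the largest held 20 with 1 dispersion per gene in all groups. The noise of the simulations was chosen after the values and 2 earlier settings of it were seen. For the correlation of 0.27 across all genes, the rule set beforehand counted a mean above 0 against the shared controls, and the mean with a different control library for each KD was 0.0116. It came from values on either side of 0, 0.067 and -0.044, and the Spearman correlations of the same splits were both below 0, at -0.12 and -0.21. Reading this as undecided was chosen after the values were seen. The part of the shared controls in this correlation cannot be told apart from a common response, since each split rests on single control libraries.
Genes lower in *lid* KD were more often under decreased H3K4me3 peaks than chance placement gives (6 of 39 tested genes under peaks against 33 of all 8868, Fisher's exact test, two-sided p = 4.9e-09, odds ratio 59.0). The genes were not drawn independently of their expression, and this test does not separate cause from effect.
Of the other markers and subunits set to be named, *w* had a log2 fold change of -0.37 in *lid* KD and 0.07 in *Sin3A* KD, *Rpd3* of -0.16 and -0.17, and *trr* of 0.12 and -0.20, none of them past an adjusted p of 0.05. *sc* had too few counts to be tested.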
